A study of Mus musculus with 15 samples. Its data were reported in "CD4 T cell therapy counteracts inflammaging and senescence by preserving gut barrier integrity" (2025).

How the data were processed

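Polyadenylated RNA of mouse colon was sequenced in 15 libraries, 5 from *Tfam* fl/fl mice (control), 5 from *Tfam* fl/fl*Cd4* Cre mice (KO) and 5 from *Tfam* fl/fl*Cd4* Cre mice given Treg cell therapy (KO+Treg). Groups were taken from the sample labels. The labels number the libraries as separate samples of a group and do not state the animal of each, so p-values measure the spread between these samples. RNA was purified with an RNeasy kit and the sample labels state that the libraries were checked at BGI Genomics. Sequencing batch and date are not given in the sources used here.

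Per the submitters' processing notes, reads were mapped to GRCm39 with STAR 2.5.2 and counted per gene with HTSeq 1.99.2, and DESeq2 1.44 was used. The methods of the study describe stranded sequencing. The annotation release and the strand setting of the counting are not given in the sources used here, so genes that overlap on opposite strands, and members of near-identical families, may share reads. The authors deposited normalized signal values, which are read counts of a gene divided by 1 size factor per library. In each of the 15 libraries 100.0% of the deposited signal values were whole multiples of the value of 1 read (within 0.001 of a read), and the size factors equalled DESeq2's median of ratios over the deposited genes. Read counts were recovered on this basis. A check of the low values could be made in 3 libraries, and in the other 12 the deposited filter left too few low values, or none at 1 read, so there the recovered reads, and the edgeR and DESeq2 fits on them, rest on the whole multiples and the size factors. The deposited table holds 14356 genes, of which 14336 matched a gene of GENCODE release M39 (GRCm39) by identifier and 20 did not. The recovered reads of each gene summed to at least 1000 over the 15 libraries, so genes with fewer reads were not analysed here. Libraries held 28779404 to 38274766 reads on the deposited genes. All columns of the table belong to 1 of the 15 libraries.

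Values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3 (linear model on group, all 15 libraries in 1 fit, empirical Bayes with a mean-variance trend, two-sided), and p-values were adjusted by Benjamini-Hochberg over the 14356 genes. Genes with an adjusted p under 0.05 are called changed. The planned filter (a value of at least 10 in at least 5 libraries) removed 0 genes. Fold changes are log2 differences of group means on the log2(value + 1) scale, and the error given with a log2 fold change is its standard error (SE). The added 1 shrinks the change of low genes. Where the libraries of a group spread widely, a fold change can exceed the ratio of the printed means, as for *S100a9*. Groups are given as mean ± SD of the deposited values, n = 5. The design fixed before the data were examined also named 41 gene lists, of which the first 14 followed the questions of the study. These were tight junctions, epithelial adherens junctions and desmosomes, cytokines and chemokines, cytotoxic lymphocytes, pan T cell, Treg, B cell and germinal centre, plasma cell, IgA network, type I interferon response, IFN-γ response and antigen presentation, epithelial antimicrobial defence, senescence and its secretory genes, and extracellular matrix and fibrosis. The other 27 marked colonocytes, goblet cells, enteroendocrine and tuft cells, crypt progenitors, cell cycle, smooth muscle, enteric neurons and glia, interstitial cells of Cajal, fibroblasts, endothelium, macrophages, dendritic cells, neutrophils, mast cells and eosinophils, adipocytes, erythroid cells, squamous epithelium, pancreas, skeletal muscle, ileal epithelium, distal *Hox* genes, mitochondrially encoded genes, nuclear oxidative phosphorylation genes, fatty acid oxidation and ketogenesis, ion and water transport, immediate early and heat shock genes, and circadian genes. Lists share some members (*Tnf* is in the cytokine and senescence lists, *Ltb* in the cytokine and B cell lists). Lists with at least 3 measured members were tested with camera (limma, correlation preset to 0.01, adjusted over the 37 lists tested), again with an estimated correlation, and with fry. A list score is the mean over members of log2(value + 1) minus the mean of the control libraries. The genes named follow a rule fixed at the same time. In each comparison it takes the 6 largest rises and 6 largest falls among changed genes whose libraries do not overlap between the groups and whose mean is at least 50 in 1 of them, without immunoglobulin and T cell receptor segments and clone names. It adds the 2 members of each of the first 14 lists, and the 1 member of each other list, with the smallest p in KO against control, and the genes the study speaks of that were measured here. Some genes this rule takes are not reported here. Any other gene named was chosen after its values were seen.

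Distances between libraries used the 500 most variable genes and an exact permutation test over the 252 labelings of the control and KO libraries. The position of a library on the control-to-KO axis was computed over all genes, with the axis and the end points taken from different libraries, so that control libraries lie near 0 and KO libraries near 1. A control or KO library was part of its own end point, which narrows the spread of these positions but not that of KO+Treg positions. Alternatives were other pseudocounts (0.5 and 10), a filter of 100 in 5 libraries, upper-quartile and quantile scaling, robust empirical Bayes, array weights, 2 groups per fit, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, the thresholds stated in the study's methods, a log2 fold change over 1, leaving out receptor segments or Y-linked genes and *Xist*, a replicate block, and leaving out each library. The smooth muscle score as a covariate and the fit without KO libraries 1 and 3 were added after the data had been seen.

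The fit was tested on simulated counts drawn from the means of the control libraries. In KO against control (14352 genes run), 10% of genes changed 1.25-fold were recovered, 44% at 1.5-fold, 68% at 2-fold and 100% at 4-fold (50 genes each), and 9 of 120 calls (7.5%) were false. In KO+Treg against KO (14353 genes run) the shares were 12.2% of 49 genes, then 42%, 84% and 96% of 50, with 3 of 120 calls (2.5%) false. In KO+Treg against control (14354 genes run) they were 6%, 56%, 68% and 94%, with 5 of 117 calls (4.3%) false. Each simulation gave fewer calls than the real comparison, so its threshold on the unadjusted p was stricter. These shares therefore do not give the sensitivity of the real comparisons. A simulated position of 0.3 was recovered as 0.3. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps. Coordinates are GRCm39 positions of the whole gene from GENCODE M39.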

Results

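Gene expression in the colon was measured in mice that lack *Tfam* in T cells, with and without a transfer of Treg-enriched CD4 T cells. *Tfam* encodes mitochondrial transcription factor A, which maintains mitochondrial DNA, and *Cd4*-Cre deletes the floxed gene in T cells. The 15 libraries fell into 5 control (*Tfam* fl/fl), 5 KO (*Tfam* fl/fl*Cd4* Cre) and 5 KO+Treg colons (*Tfam* fl/fl*Cd4* Cre with Treg cell therapy). Reads on the measured genes ranged from 28779404 in KO+Treg library 1 to 38274766 in KO+Treg library 3, and the 10 most abundant genes took 9.06 to 10.94% of them. Immunoglobulin genes took 0.408% ± 0.193 of the reads in control, 1.75% ± 0.523 in KO and 0.652% ± 0.207 in KO+Treg colons (SD, n = 5). Mitochondrially encoded genes took 4.73% ± 0.272, 3.05% ± 0.853 and 4.25% ± 0.235 of the reads (SD, n = 5).

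*Tfam* (ENSMUSG00000003923, chromosome 10, 71061287 to 71074110, minus strand) was measured at 1665 to 1915 in the control, 1616 to 1971 in the KO and 1549 to 1903 in the KO+Treg libraries. The means were 1770 ± 111, 1803 ± 144 and 1734 ± 140 (SD, n = 5), and no comparison called a difference (limma adjusted p = 0.781 for KO against control, 0.535 for KO+Treg against KO and 0.805 for KO+Treg against control). A whole colon holds mostly cells in which *Cd4*-Cre does not act, so the level of *Tfam* here does not check the genotype labels.

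The comparison of KO with control colons asks what the loss of *Tfam* in T cells changes in the colon. The methods of the study state that cages were separated by genotype and sex, and mention swapping of mice or cages to normalize microbiota. Effects of genotype and of cage cannot be told apart here. Neutrophil and other immune genes rose, together with antimicrobial and IFN-γ response genes, while smooth muscle, enteric neuron, enteroendocrine and lipid metabolism genes fell. *S100a9* and *S100a8*, which encode the subunits of calprotectin, rose from 127 ± 131 and 83.2 ± 77.0 to 3165 ± 1339 and 2065 ± 853 (SD, n = 5). *Cyp2c55*, a cytochrome P450 of the colon epithelium, was at 133700 ± 29890 in control and 7137 ± 7190 in KO colons. The smooth muscle calcium-binding gene *Casq2* fell from 414 ± 118 to 46.4 ± 16.5 (SD, n = 5; log2 fold change −3.16, SE 0.30, limma adjusted p = 2.89e-06). Of the measured genes, 8745 changed (60.9%), 4437 upward and 4308 downward, and 2849 of these by more than 2-fold (1155 upward, 1694 downward).

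The 6 largest rises by the fixed rule were *S100a9* (log2 fold change 6.74, SE 1.58, limma adjusted p = 0.00203), the neutrophil granule gene *Ngp* (6.19, SE 1.13, adjusted p = 0.000314), *S100a8*, the neutrophil-attracting chemokines *Cxcl3* and *Cxcl2*, and *Clca4b*, which went from 2425 ± 2257 to 56680 ± 21190 (SD, n = 5). The 6 largest falls were *Cyp3a44* (−7.46, SE 0.96, adjusted p = 2.18e-05), *Cyp3a25*, *Pbld1*, the peptidase *Naaladl1*, *Cyp4b1* and the disaccharidase sucrase-isomaltase, *Sis*. *Cyp4b1* fell from 4468 ± 880 to 104 ± 51.7 and *Naaladl1* from 3269 ± 296 to 62.9 ± 35.8 (SD, n = 5). *Cyp3a44*, *Cyp3a25*, *Clca4b* and immunoglobulin constant genes belong to families with near-identical copies, so their reads may be split between members.

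Among immune lists, 33 of 33 IFN-γ response and antigen presentation genes rose (median log2 fold change 2.35, camera adjusted p = 3.33e-15). So did 19 of 20 pan T cell genes (2.07, 2.43e-08), 10 of 10 cytotoxic lymphocyte genes (2.00, 1.49e-05) and 17 of 23 cytokines and chemokines (2.67, 1.93e-05). The cytotoxic list named 26 genes and the cytokine list 40, and their other members, such as *Ifng* of the cytotoxic list, were not measured. The read filter of the deposited table keeps a low gene more readily if it is high in some group, so these counts cover the measured members only. *B2m*, the light chain of MHC class I, rose from 14500 ± 1801 to 44360 ± 4040, and *H2-DMa*, a chaperone of class II loading, from 469 ± 133 to 2442 ± 209 (SD, n = 5). The inflammatory cytokine *Tnf* rose from 90.4 ± 46.5 to 843 ± 130, the T cell chemokine *Ccl5* from 60.6 ± 18.3 to 529 ± 180 and the T cell adaptor *Lat* from 69.2 ± 19.54 to 440 ± 115 (SD, n = 5). *Nkg7*, *Trbc2* and *Ltb* rose by 2.26, 2.46 and 2.71 on the log2 scale (adjusted p = 9.12e-06, 4.2e-06 and 2.76e-05 by limma). B cell and germinal centre genes rose in 18 of 19 members (median 2.75, adjusted p = 7.23e-05), and plasma cell genes in 17 of 19 (1.70, 1.49e-05). Members that rose numbered 10 of 11 for neutrophil genes (4.50, 0.000166), 7 of 8 for dendritic cell genes (1.20, 0.00439) and 8 of 11 with 1 lower for Treg genes (1.55, 0.00439). *Lrrc32*, the Treg list member that fell, is known to tether TGF-β to the cell surface and was chosen after its values were seen. Of the 16 genes of the Treg list 11 were measured, and *Foxp3*, by which the study identified Treg cells, was not among them. The list is therefore no measure of the number or proportion of Treg cells. *Cxcl13*, the B cell chemokine, rose from 248 ± 102 to 1701 ± 574, and *Pou2af1* from 352 ± 157 to 1703 ± 477 (SD, n = 5). *Csf3r* rose from 81.6 ± 36.7 to 908 ± 247, *Ccr7* from 22.9 ± 11.1 to 263 ± 110, *Icos* from 38.0 ± 12.7 to 274 ± 91.1 and *Tnfrsf18* from 49.7 ± 9.01 to 145 ± 11.8 (SD, n = 5). *Creld2*, a chaperone of the endoplasmic reticulum, rose by 1.14 on the log2 scale (limma adjusted p = 2.01e-05). Each of these 9 list calls was lost with an estimated correlation (adjusted p = 0.459 with an estimated correlation for each). Fry called these lists and every other list that camera called in this comparison (25 lists, fry adjusted p = 1.24e-05 to 0.00976). It does not set the members against other genes, and 60.9% of all genes changed. Adjusted over the list alone, the counts were the same in 8 of the 9, and all 11 of 11 neutrophil genes passed.

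The IgA network rose in 18 of 23 members and fell in 2 (median log2 fold change 1.08, camera adjusted p = 0.000854), and *Igha*, the IgA heavy chain, rose from 65760 ± 29410 to 246900 ± 71610 (SD, n = 5; 3.964-fold, SE 0.33 on the log2 scale, limma adjusted p = 0.000165). The 2 IgA network members that fell were *Il15* and *Cxcl12*, chosen after their values were seen, which encode a lymphocyte growth factor and a stromal chemokine. *Itgb7*, a gut-homing integrin chain, rose by 2.05 on the log2 scale (limma adjusted p = 1.78e-05). Macrophage and monocyte genes rose in 15 of 20 members and fell in 1 (1.07, 0.000446), with the endotoxin co-receptor *Cd14* at 738 ± 164 in control and 3615 ± 439 in KO colons (SD, n = 5). Type I interferon response genes rose in 20 of 29 members and fell in 2 (0.73, 0.000126), and *Zbp1* and *Ifit1bl1* rose by 3.01 and 2.43 on the log2 scale. *Rsad2* and *Irf7*, an antiviral enzyme and a regulator of type I interferon chosen after their values were seen, were the members that fell. Epithelial antimicrobial genes rose in 19 of 24 members and fell in 3 (2.54, 1.49e-05), and the oxidases *Duox2* and *Nox1* rose from 7649 ± 1243 and 579 ± 130 to 37590 ± 4022 and 3296 ± 392.4 (SD, n = 5). The 3 that fell, *Wfdc2*, *Gsdmc2* and *Gsdmc4*, encode a protease inhibitor and pore-forming gasdermins and were chosen after their values were seen. Cell cycle genes rose in 31 of 32 members (1.01, 5.01e-08), *Cenpa* from 747 ± 136 to 1615 ± 271 (SD, n = 5). These list calls were also lost (adjusted p = 0.459 with an estimated correlation, 0.463 for macrophages and monocytes). Adjusted over the list alone, 19 IgA network members rose and 2 fell, and the other counts of these 5 lists were the same.

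Of the senescence list, 18 of 33 members rose and 5 fell (median log2 fold change 0.66, camera adjusted p = 0.00819), with the same counts adjusted over the list alone, and the call was lost with an estimated correlation (adjusted p = 0.459 with an estimated correlation). *Tnf* was among the rises, whereas *Glb1*, which encodes the β-galactosidase used as a senescence marker, fell from 3279 ± 171 to 2067 ± 157 (SD, n = 5). *Plau*, *Angptl4*, *Vegfa* and *Gadd45a* were the other 4 that fell, chosen after their values were seen. The cell cycle inhibitor *Cdkn1a* was at 4271 ± 1231 in control and 5026 ± 1046 in KO colons, and *Trp53* at 2573 ± 92.9 and 2783 ± 305 (SD, n = 5). Neither was called (limma adjusted p = 0.318 and 0.205), but *Trp53* passed without KO library 1 (adjusted p = 0.0409).

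Junction genes went both ways. *Ocln*, which encodes occludin (ENSMUSG00000021638, chromosome 13, 100630334 to 100689535, minus strand), fell from 3136 ± 255 to 2192 ± 347 (SD, n = 5; log2 fold change −0.53, SE 0.11, limma adjusted p = 0.00111). *Tjp1*, which encodes ZO-1 (ENSMUSG00000030516, chromosome 7, 64945898 to 65177529, minus strand), rose from 2613 ± 129 to 3271 ± 665 (0.30, SE 0.12, adjusted p = 0.0327). The *Tjp1* call was lost without control library 3 (adjusted p = 0.0582), control 4 (0.0734), KO 1 (0.0788) or KO 3 (0.0747), without KO 1 and 3 together (0.259) and with upper-quartile scaling (0.0535). Its direction turned with the smooth muscle score as a covariate (log2 fold change −0.13, adjusted p = 0.45). In the tight junction list 7 of 30 members rose and 11 fell, with the same counts adjusted over the list alone, and camera did not call it (median −0.01, adjusted p = 0.572, 0.747 with an estimated correlation). *Cldn15* fell by 0.54 on the log2 scale (adjusted p = 2.3e-05). Falls of over 1 on the log2 scale were *Cldn8*, *Jam2*, *Jam3* and *Mpdz*, chosen after their values were seen. Adherens junction and desmosome genes of the epithelium rose in 12 of 24 members and fell in 3, also adjusted over the list alone (median 0.32, camera adjusted p = 0.0165, 0.459 with an estimated correlation, 0.0828 with quantile normalization). The desmosome genes *Pkp3* and *Dsc2* rose by 1.00 and 0.98 on the log2 scale (adjusted p = 1.44e-05 and 7.92e-06).

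Genes of the muscle wall and stroma fell. All but 1 of 24 smooth muscle genes were lower (0 higher, median log2 fold change −2.12, camera adjusted p = 2.51e-06), as were 16 of 16 enteric neuron and glia genes (−2.27, 2.07e-05), and each call was lost (adjusted p = 0.459 with an estimated correlation). The smooth muscle score was −1.98 ± 0.87 in KO colons against 0 in control (SD, n = 5). Extracellular matrix and fibrosis genes fell in 28 of 34 members and rose in 2 (−1.1, 4.84e-05, adjusted p = 0.491 with an estimated correlation). Fibroblast genes fell in 13 of 16 and rose in 2 (−1.37, 0.00217, 0.463 with an estimated correlation) and endothelial genes fell in 11 of 18 and rose in 1 (−0.62, 0.00439, 0.494 with an estimated correlation). Collagen VI chain *Col6a3* fell from 5507 ± 1059 to 1642 ± 946, *Fap* from 341 ± 64.5 to 162 ± 14.1 and the VEGF receptor *Kdr* from 1475 ± 163 to 811 ± 118 (SD, n = 5). The members that rose were the protease inhibitor *Timp1* and the collagen crosslinker *Lox* in the matrix list, and *Ly6a* (4273 ± 1628 to 27740 ± 1621, SD, n = 5) and the BMP antagonist *Grem1* in the fibroblast list. *Timp1*, *Lox* and *Grem1* were chosen after their values were seen. *Ly6a* also encodes the epithelial and lymphoid surface antigen Sca-1. Interstitial cell of Cajal genes fell in 4 of 5 members (−0.89, 0.0403, *Etv1* by 1.90 on the log2 scale) and distal *Hox* genes in 3 of 3 (−1.57, 0.0447, *Hoxd11* by 1.57), each with adjusted p = 0.459 with an estimated correlation. The first call was lost without KO library 4 (adjusted p = 0.0519) and the second without control library 3 (0.0529) or without KO 1 and 3 (0.0565). Adjusted over the list alone, 29 matrix genes fell and 3 rose, and the counts of the other 6 lists in this paragraph were the same.

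Epithelial and metabolic lists fell in part. Enteroendocrine and tuft cell genes fell in 12 of 13 members (median log2 fold change −1.78, camera adjusted p = 1.49e-05), and *Tph1*, the enzyme of serotonin synthesis, fell from 2114 ± 258 to 228 ± 81.5 (SD, n = 5). Fatty acid oxidation and ketogenesis genes fell in 19 of 25 members and rose in 2 (−0.65, 0.000245). Both calls were lost (adjusted p = 0.459 with an estimated correlation), and the counts adjusted over the list alone were the same. The remaining lists were not called by camera. Colonocyte genes fell in 10 of 20 and rose in 5 (adjusted p = 0.14), with the drug transporter *Abcb1a* at 23810 ± 3192 in control and 3960 ± 2221 in KO colons (SD, n = 5). Goblet cell genes fell in 5 of 16 and rose in 1 (0.14), with *Clca1* at 30820 ± 6604 and 10770 ± 2955 (SD, n = 5). Crypt progenitor genes fell in 8 of 15 and rose in 3 (0.269, *Ascl2* −1.04), ileal epithelium genes fell in 4 of 8 and rose in 1 (0.243, *Sis* −5.55). Adipocyte genes fell in 3 of 9 (0.144, *Pck1* −1.89) and mast cell and eosinophil genes rose in 2 of 3 (0.298, *Alox15* 2.88). Mitochondrially encoded genes fell in 4 of 12 (0.0668, *mt-Nd5* −0.46) and passed without KO library 2 (adjusted p = 0.00455) and with quantile normalization (0.0297). Of 32 nuclear oxidative phosphorylation genes 3 rose (0.278, *Cycs* 0.61), and this list passed without KO libraries 1 and 3 (0.0299). Ion and water transport genes rose in 4 of 24 and fell in 9 (0.282, *Aqp4* 2.92). Immediate early and heat shock genes rose in 5 of 18 and fell in 5 (0.436, *Dnajb1* 0.38), and circadian genes rose in 2 of 17 and fell in 6 (0.277, *Nfil3* 1.31). Goblet cell genes passed without KO+Treg library 2 (0.0412). Fry called 8 of these lists, colonocyte (adjusted p = 0.0475), goblet cell (0.0457), crypt (0.0349), ileal (0.00353), adipocyte (0.0457), mast cell and eosinophil (0.00475), ion transport (0.0457) and circadian genes (0.0111). When adjusted over the list alone, 4 goblet cell genes fell and 1 nuclear oxidative phosphorylation gene rose, and the counts of the other 9 lists were the same. Of squamous epithelium and erythroid genes 0 members were measured, and of pancreas and skeletal muscle 2 each, so these 4 lists were not tested.

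The libraries of 6654 genes did not overlap between KO and control colons (46.3%, against 0.79% by chance). With the smooth muscle score of each library as a covariate, added after the data were seen, 5096 genes changed, and the camera calls of the matrix (median 0.01, adjusted p = 0.734), fibroblast (−0.51, 0.383), endothelial (−0.03, 0.734), neuron and glia (−0.19, 0.346), distal *Hox* (−0.15, 0.666), B cell (0.99, 0.0648), IgA network (0.41, 0.0892) and type I interferon lists (0.53, 0.134, from 0.73 without the covariate) were lost. In the same fit the limma calls of *S100a9* (log2 fold change 4.97, adjusted p = 0.151), *S100a8* (4.35, 0.158), *Clca4b* (4.27, 0.168), *Cxcl2* (4.25, 0.0912), *Cxcl3* (4.50, 0.0599), *Col6a3* (−0.65, 0.0702), *Hoxd11* (−0.95, 0.0573), *Dnajb1* (0.33, 0.0676) and *mt-Nd5* (−0.42, 0.122) were lost.

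**Figure D1:**
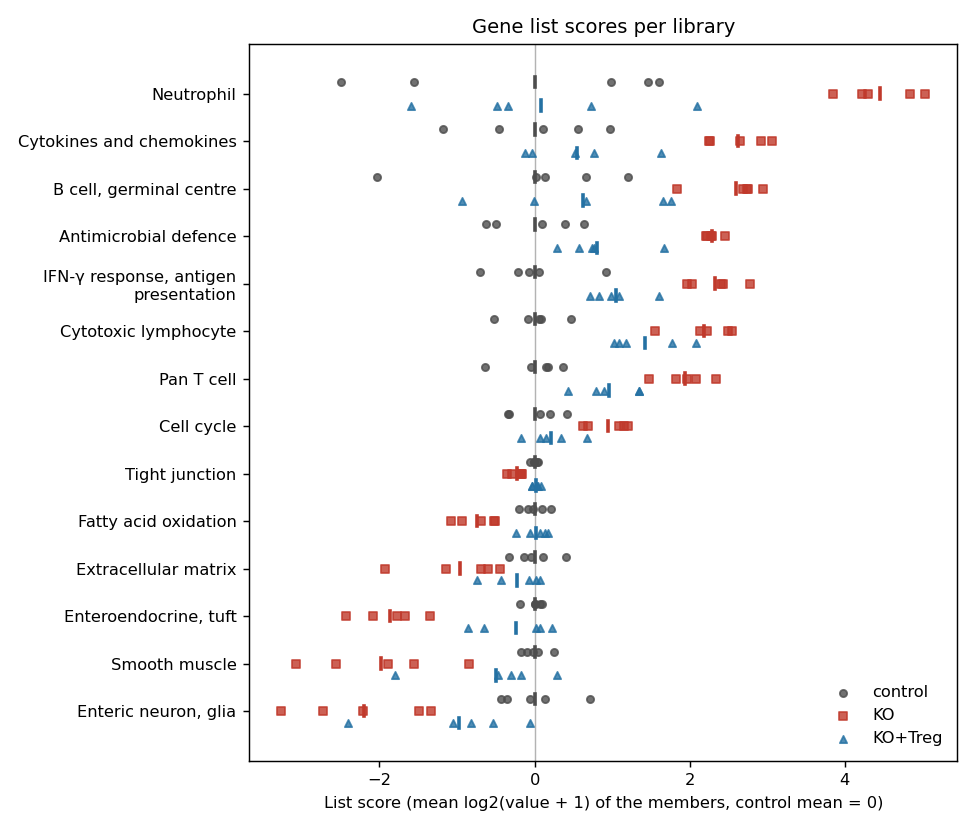
Scores of 14 gene lists in each library, as the mean log2(value + 1) of the members with the control mean set to 0. Dots are single libraries of control, KO and KO+Treg colons (n = 5 each) and vertical bars are group means; neutrophil scores averaged 4.45 in KO and 0.08 in KO+Treg colons, and cytotoxic lymphocyte scores 2.19 and 1.43.

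The comparison of KO+Treg with KO colons asks what the transfer changed. The design held no KO mice given other cells, so an effect particular to Treg-enriched cells was not tested. Neutrophil, cytokine, B cell and IFN-γ response genes fell, and smooth muscle, enteroendocrine, fatty acid oxidation and colonocyte genes rose. *S100a9* fell from 3165 ± 1339 in KO to 101.2 ± 148.4 in KO+Treg colons and *Tnf* from 843 ± 130 to 271 ± 164 (SD, n = 5), while *Cyp2c55* rose from 7137 ± 7190 to 99630 ± 21620 (SD, n = 5). *Ocln* rose from 2192 ± 347 to 3384 ± 484 (log2 fold change 0.63, SE 0.11, limma adjusted p = 0.000654). Of the measured genes, 6936 changed (48.3%), 3408 upward and 3528 downward, 1769 of them by more than 2-fold (1112 upward, 657 downward).

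The 6 largest falls were *Ngp* (log2 fold change −7.60, SE 1.13, limma adjusted p = 0.000184), *S100a8*, *Prl2a1*, the neutrophil collagenase *Mmp8*, *S100a9* and *Ly6g*, a surface antigen of neutrophils that fell from 1127 ± 473 to 35.0 ± 59.3 (SD, n = 5). The 6 largest rises were *Cyp3a44* (5.68, SE 0.96, adjusted p = 0.000418), *Cyp2c55* (4.97, SE 0.91, adjusted p = 0.000709), *Pbld1*, the peroxisomal thiolase *Acaa1b*, *Ugt8a* and the lectin *Cd209f*. *Acaa1b* was at 1751 ± 634 in control, 173 ± 152 in KO and 2994 ± 1101 in KO+Treg colons, and *Pbld1* at 737 ± 51.8, 15.5 ± 8.45 and 432 ± 216 (SD, n = 5).

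In the immune lists, 30 of 33 IFN-γ response genes fell and 0 rose (median −1.18, camera adjusted p = 7.15e-10), 18 of 23 cytokines and chemokines fell (−1.62, 4.05e-05), and 16 of 20 pan T cell genes (−1.08, 1.2e-05). Falls numbered 13 of 19 for B cell genes (−2.12, 0.000152), 14 of 19 plasma cell genes (−1.21, 2.8e-05), 10 of 11 neutrophil genes (−3.78, 2.51e-05), 5 of 8 dendritic cell genes (−0.77, 0.0186) and 7 of 11 Treg genes (−1.08, 0.0259). Cytotoxic genes fell in 5 of 10 members (−0.82, 0.0204), a call lost without KO libraries 1 and 3 (adjusted p = 0.0571). IgA network genes fell in 12 of 23 and rose in 2 (−0.57, 0.0186). Antimicrobial genes fell in 15 of 24 and rose in 3 (−1.16, 0.000834), senescence genes fell in 18 of 33 and rose in 3 (−0.69, 0.00329) and cell cycle genes fell in 28 of 32 (−0.78, 9.59e-08). Macrophage genes fell in 10 of 20 and rose in 2 (−0.6, 0.0204), a call lost without KO library 5 (adjusted p = 0.0699) and with fry (0.0754). With an estimated correlation these 14 calls were lost (adjusted p = 0.534 with an estimated correlation, 0.668 for macrophages). Fry called every list that camera called in this comparison except macrophages (fry adjusted p = 0.000417 to 0.0352). Adjusted over the list alone, falls numbered 32 for IFN-γ response, 18 for cytokines, 17 for pan T cell, 16 for B cell, 16 for plasma cell, 11 for neutrophil, 5 for dendritic cell, 7 for Treg and 8 for cytotoxic genes. Likewise adjusted over the list alone, 13 IgA network, 17 antimicrobial, 20 senescence, 29 cell cycle and 10 macrophage genes fell, and 3 members of each of these lists except cell cycle (0) rose. Type I interferon genes fell in 9 of 29 and rose in 2, also adjusted over the list alone, without a camera call (adjusted p = 0.105, 0.668 with an estimated correlation), which passed without KO library 4 (0.0425) or KO+Treg 4 (0.0304).

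*B2m* fell to 27420 ± 5141, *H2-DMa* to 1489 ± 305, *Ccl5* to 222 ± 99.9, *Nkg7* to 120 ± 34.0, *Lat* to 140 ± 43.2, *Trbc2* to 114 ± 38.8 and *Cxcl13* to 412 ± 186 (SD, n = 5). *Duox2* fell to 20390 ± 5890 and *Nox1* to 1534 ± 708, *Cd14* to 1516 ± 465 and *Csf3r* to 173 ± 111 (SD, n = 5). *Ltb*, *Icos*, *Tnfrsf18*, *Pou2af1*, *Creld2*, *Ccr7* and *Itgb7* fell by 1.75, 1.79, 1.08, 1.84, 1.21, 2.69 and 1.00 on the log2 scale, and *Cenpa* and *Zbp1* by 0.77 and 1.45. *Ifit1bl1* was at 4511 ± 983 in KO and 4110 ± 1622 in KO+Treg colons without a call (SD, n = 5; limma adjusted p = 0.511). *Igha* fell from 246900 ± 71610 to 107900 ± 33610 (SD, n = 5; log2 fold change −1.20, SE 0.33, adjusted p = 0.00901, 0.0514 with quantile normalization). *Glb1* rose to 2710 ± 228 (SD, n = 5; adjusted p = 0.000572). *Cdkn1a* stood at 5877 ± 1353 and *Trp53* at 2460 ± 133 in KO+Treg colons (SD, n = 5; adjusted p = 0.383 and 0.0566), and *Trp53* passed without KO 1 (0.0104), KO 2 (0.0414) or KO+Treg 2 (0.0448), and without KO 1 and 3 (0.031).

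Smooth muscle genes rose in 23 of 24 members (median log2 fold change 1.57, camera adjusted p = 2.34e-06) and enteric neuron and glia genes in 8 of 16 (1.26, 0.00148), with a smooth muscle score of −0.49 ± 0.78 in KO+Treg colons (SD, n = 5). Beside them, matrix genes rose in 21 of 34 and fell in 3 (0.85, 9.82e-05). Fibroblast genes rose in 11 of 16 and fell in 1 (1.09, 0.00274). Enteroendocrine and tuft genes rose in 11 of 13 (1.6, 2.29e-06), fatty acid oxidation genes in 17 of 25 with 1 lower (0.6, 4.51e-06) and colonocyte genes in 11 of 20 with 2 lower (0.83, 0.0147). These 7 calls were lost as well (adjusted p = 0.534 with an estimated correlation), and adjusted over the list alone the rises numbered 23, 10, 23, 11, 12, 19 and 12. *Casq2* rose to 227 ± 76.0, *Col6a3* to 4534 ± 1021, *Fap* to 299 ± 80.5, *Tph1* to 1485 ± 771 and *Abcb1a* to 23700 ± 5419, while *Ly6a* fell to 7086 ± 4219 (SD, n = 5). The tight junction list rose in 9 of 30 members and fell in 4, 8 and 4 adjusted over the list alone, just short of a camera call (median 0.18, adjusted p = 0.0597, 0.534 with an estimated correlation). It passed without KO library 1 (adjusted p = 0.0192), KO+Treg library 3 (0.0382) or KO libraries 1 and 3 (0.0149), with quantile normalization (0.019) and with fry (0.00906). *Cldn15* rose by 0.36 on the log2 scale (adjusted p = 0.00105). *Tjp1* was at 3559 ± 418 without a call (SD, n = 5; adjusted p = 0.339), passing without KO library 1 (0.0441) and without KO 1 and 3 (0.0143). Adherens junction and desmosome genes showed 2 rises and 2 falls (adjusted p = 0.684, 0.873 with an estimated correlation), 2 and 1 adjusted over the list alone, with *Pkp3* at −0.48 and *Dsc2* at −0.32 on the log2 scale. The *Dsc2* call was lost without KO 1 (0.0637), KO 2 (0.0571), KO+Treg 3 (0.0713) or KO+Treg 6 (0.0559), and without KO 1 and 3 (0.112).

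Camera did not call the other 13 lists in this comparison. Endothelial genes rose in 5 of 18 and fell in 1 (adjusted p = 0.0732, *Kdr* 0.67) and passed without KO 2 (0.0446), KO 4 (0.0425), KO 5 (0.0267), KO+Treg 1 (0.0463) or KO+Treg 2 (0.0418). Ileal genes rose in 4 of 8 and fell in 1 (0.0847, *Sis* 2.46, 0.0487 without KO 1 and 3), and the *Sis* call was lost with quantile normalization (limma adjusted p = 0.112). Distal *Hox* genes rose in 2 of 3 (0.0791, *Hoxd11* 1.19) and Cajal cell genes in 2 of 5 (0.228, *Etv1* 2.825-fold). Of 32 nuclear oxidative phosphorylation genes 2 fell (0.0634, *Cycs* −0.40), and this list passed without KO 3 (0.00487), KO 5 (0.0292), KO+Treg 2 (0.0066) or KO+Treg 3 (0.0452), and without KO 1 and 3 (0.00201). The *Cycs* call was lost without KO 2 (0.0551), KO 4 (0.0757), KO+Treg 1 (0.079), KO+Treg 3 (0.0691) or KO+Treg 6 (0.0684), without KO 1 and 3 (0.0539) and with edgeR (0.0517). Mitochondrially encoded genes rose in 2 of 12 (0.235, *mt-Nd5* 0.35; 0.0228 without KO 2), and the *mt-Nd5* call was lost without KO 3 (0.079), KO 5 (0.069), KO+Treg 1 (0.0645), KO+Treg 3 (0.0561) or KO+Treg 6 (0.0533), without KO 1 and 3 (0.161) and with 2 groups per fit (0.0673). Goblet cell genes rose in 1 of 16 (0.599, *Clca1* 1.43), crypt genes rose in 3 of 15 and fell in 3 (0.526, *Ascl2* 0.82). Circadian genes rose in 4 of 17 and fell in 1 (0.135, *Nfil3* −1.08) and ion transport genes rose in 10 of 24 and fell in 4 (0.371, *Aqp4* −1.82). Immediate early genes rose in 3 of 18 and fell in 5 (0.262, *Dnajb1* −0.51), mast cell genes rose in 1 of 3 and fell in 2 (0.526, *Alox15* −1.75) and adipocyte genes rose in 1 of 9 (0.785, *Pck1* 1.04). The *Alox15* call was lost without KO 1 and 3 (0.0524). For adipocyte genes the median (−0.24) and mean (−0.2) were negative and the direction of the camera test was upward. Fry called the ileal (adjusted p = 0.00336), distal *Hox* (0.0101) and circadian lists (0.0101). Adjusted over the list alone, 3 distal *Hox* genes rose, 0 mitochondrially encoded genes rose, 1 nuclear oxidative phosphorylation gene fell, 2 immediate early genes rose and 5 fell, and the counts of the other 9 lists were the same.

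Of the 8745 genes changed in KO against control, 6102 changed in the opposite direction in KO+Treg against KO and 4 in the same direction. These were 3032 genes that rose and then fell, where 1090 would be shared by independent lists, and 3070 that fell and then rose, where independent lists would share 1023. Both comparisons use the same KO libraries. In 100 simulations of unchanged groups the number of opposite calls was 0, the correlation of the fold changes across genes was −0.5 and the covariance −0.024, against −0.936 and −0.717 observed. No group differed in these simulations, so a count near 0 was fixed in advance and does not bear on a reversal. Groups in which KO differs were not simulated. With the KO libraries split between the comparisons (10 splits) the mean was 2166.3 opposite calls (305 to 3833), with a correlation of −0.872 and a covariance of −0.689.

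The libraries of 3614 genes did not overlap between KO+Treg and KO colons (25.2%, against 0.79% by chance). With the smooth muscle score as a covariate, added after the data were seen, the camera calls of the cytotoxic (median −0.23, adjusted p = 0.719), matrix (0.03, 0.718), fibroblast (0.37, 0.434), colonocyte (0.16, 0.141), B cell (−0.66, 0.12), Treg (−0.96, 0.058), IgA network (−0.25, 0.53), dendritic cell (−0.74, 0.135), macrophage (−0.63, 0.058) and, with a turned direction, neuron and glia lists (−0.25, 0.53) were lost. The limma calls of *Ccl5* (log2 fold change −0.34, adjusted p = 0.392), *Tnf* (−1.10, 0.108), *Nkg7* (−0.62, 0.175), *Duox2* (−0.53, 0.105), *Igha* (−1.16, 0.0752) and *S100a9* (−5.13, 0.0898) were among 18 lost for named genes.

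**Figure D2:**
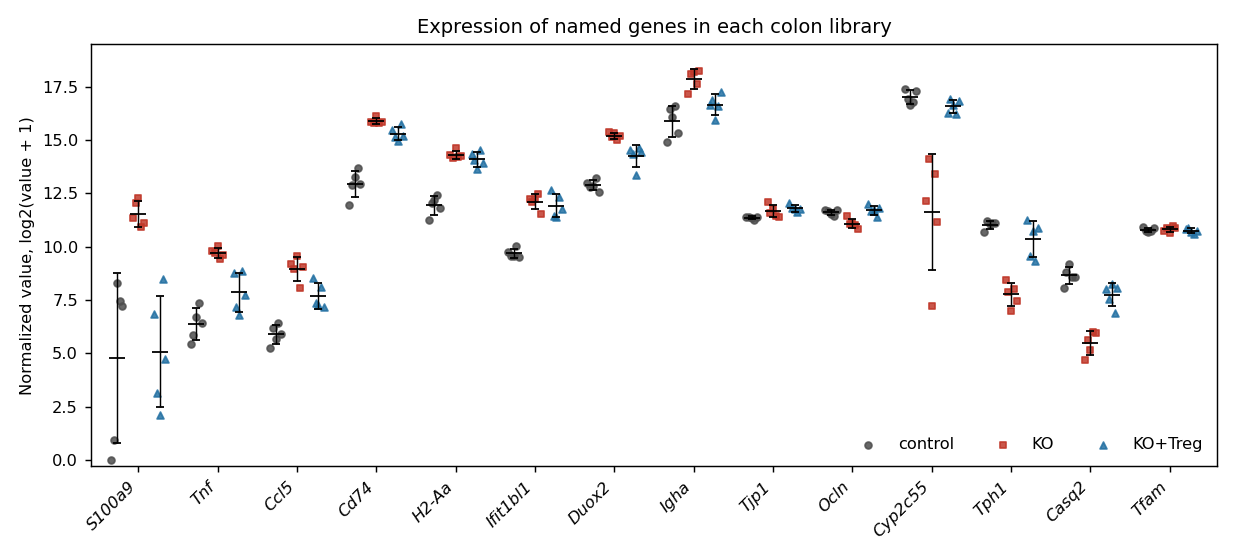
Expression of 14 named genes in each colon library as log2(value + 1) of the deposited normalized value. Points are single control, KO and KO+Treg libraries (n = 5 each) and black bars are mean ± SD; *S100a9* averaged 127, 3165 and 101.2, *H2-Aa* 4063, 20130 and 17850, and *Tfam* 1770, 1803 and 1734 in linear values.

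The comparison of KO+Treg with control colons asks which differences were left after the transfer. *Cd74*, *H2-Aa*, *Ifit1bl1* and *Gbp2b* were higher in KO+Treg than in control colons, and *Abcg5* and *Tmem35a* were lower. *Cd74*, the invariant chain of MHC class II (ENSMUSG00000024610, chromosome 18, 60936899 to 60945731, plus strand), was at 8445 ± 3276 in control, 60580 ± 6231 in KO and 41180 ± 9397 in KO+Treg colons (SD, n = 5; KO+Treg against control log2 fold change 2.36, SE 0.24, limma adjusted p = 0.000226). *H2-Aa*, a class II α chain (ENSMUSG00000036594, chromosome 17, 34493404 to 34506798, minus strand), was at 4063 ± 1174, 20130 ± 2723 and 17850 ± 4176 (SD, n = 5; 2.16, SE 0.20, adjusted p = 0.000226). In total 907 genes changed (6.3%), 555 upward and 352 downward, and 174 by more than 2-fold (130 upward, 44 downward). The count was 380 without control library 2, 396 without control 3, 485 without control 4, 554 without control 5, 582 without KO+Treg 1 and 386 without KO+Treg 4. It was 1874 with DESeq2 and 2312 with array weights.

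The other large rises were *H2-DMb1* (485 ± 207 to 2404 ± 573, log2 fold change 2.40), the interferon-induced GTPase *Gbp2b* (44.1 ± 36.3 to 188 ± 53.5, 2.28), *Ifit1bl1* (828 ± 125 to 4110 ± 1622, 2.24) and granzyme A, *Gzma* (105 ± 48.8 to 523 ± 386, 2.16), all as mean ± SD with n = 5. The largest falls were *Abcg5* (298 ± 123 to 46.1 ± 36.1, log2 fold change −3.27) and *Abcg8* (195 ± 72.1 to 31.1 ± 24.0, −3.25), which encode the paired subunits of a sterol exporter. Next came *Sis* (409 ± 70.6 to 55.5 ± 31.1, −3.09), *Naaladl1* (3269 ± 296 to 883 ± 696, −2.54), *Tmem35a* (459 ± 27.6 to 129 ± 71.6, −2.08) and *Hapln4* (187 ± 32.6 to 64.9 ± 42.9, −1.84). *Abcg5* (chromosome 17, 84964851 to 84990494, minus strand) and *Abcg8* (84983730 to 85007765, plus strand) overlap on opposite strands, so their reads may not be independent. The limma calls of *Gzma*, *Sis*, *Abcg8*, *Hapln4* and *Naaladl1* (adjusted p = 0.019, 0.0214, 0.0239, 0.0268 and 0.0322) each depended on which libraries were fitted. A fit on fewer libraries has less power, and the cause of the lost calls was not tested. *Gzma* was lost without KO+Treg 4 (0.0563) and *Sis* without control 2 (0.0562), control 3 (0.0519) or KO+Treg 4 (0.0616). *Abcg8* was lost without control 2 (0.0665), 3 (0.0523), 4 (0.0524) or 5 (0.0511) or KO+Treg 4 (0.0647). *Hapln4* was lost without control 2 (0.0691), 3 (0.0584), 4 (0.0607) or 5 (0.055) or KO+Treg 4 (0.0685), and with 2 groups per fit (0.0557). *Naaladl1* was lost without control 2 (0.0745), 3 (0.0708), 4 (0.0686) or 5 (0.0607) or KO+Treg 2 (0.068) or 4 (0.0708), with edgeR (0.0609) and with 2 groups per fit (0.0517).

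Of 33 IFN-γ response and antigen presentation genes 14 were higher and 0 lower (24 and 0 adjusted over the list alone, median log2 fold change 0.83, camera adjusted p = 5.09e-19). Of the 10 cytotoxic genes measured (of 26 in the list) 10 were higher (10 adjusted over the list alone, 1.27, 1.73e-10) and of 20 pan T cell genes 11 (18 adjusted over the list alone, 1.03, 4.68e-11). Type I interferon genes were higher in 8 of 29 (11 adjusted over the list alone, 0.45, 2.44e-08), antimicrobial genes in 5 of 24 (6 adjusted over the list alone, 0.93, 1.21e-05) and adherens junction and desmosome genes in 6 of 24 (10 adjusted over the list alone, 0.24, 1.21e-05). None of these 6 calls held with an estimated correlation (adjusted p = 0.409 for each), whereas fry called all 6 lists (adjusted p = 0.00381 to 0.0194). *B2m* was at 27420 ± 5141 against 14500 ± 1801 in control, *H2-DMa* at 1489 ± 305 against 469 ± 133, *Ccl5* at 222 ± 99.9 against 60.6 ± 18.3 and *Duox2* at 20390 ± 5890 against 7649 ± 1243 (SD, n = 5). *Nkg7*, *Trbc2*, *Zbp1*, *Nox1*, *Cd14* and *Dsc2* were higher by 1.30, 1.21, 1.56, 1.31, 1.01 and 0.66 on the log2 scale (limma adjusted p = 0.0116, 0.0142, 0.011, 0.0119, 0.0126 and 0.00512). *Lat* (1.01, adjusted p = 0.0293) was lost without control 1 (0.0504), 2 (0.0701), 3 (0.0517) or 5 (0.0566) or KO+Treg 1 (0.0653) or 4 (0.0784). *Itgb7* (1.06, adjusted p = 0.0278) was lost without control 2 (0.0501) or 5 (0.0607) or KO+Treg 1 (0.0581), 2 (0.0509) or 4 (0.0763). *Pkp3* (0.52, adjusted p = 0.0239) was lost without control 2 (0.0671), 3 (0.0655) or 4 (0.052) or KO+Treg 2 (0.0536) or 4 (0.0685). *Tnf* (2.82-fold, adjusted p = 0.0415) was lost without control 1 (0.073), 2 (0.101), 3 (0.067) or 5 (0.0721), KO 2 (0.0542) or 5 (0.0501), or KO+Treg 1 (0.0934), 4 (0.103) or 6 (0.0642), and with 2 groups per fit (0.0774).

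*Tjp1* was at 3559 ± 418 against 2613 ± 129 in control colons (SD, n = 5; log2 fold change 0.44, SE 0.12, limma adjusted p = 0.0371), and the call was lost without control 2 (0.071), 3 (0.0808), 4 (0.0862) or 5 (0.0643) or KO+Treg 1 (0.0819), 2 (0.0639) or 6 (0.0569). *Ocln* (0.10), *Cldn15* (−0.18) and *Igha* (0.79) were not called (adjusted p = 0.587, 0.126 and 0.152). The tight junction list had 5 of 30 members higher and 3 lower (11 and 6 adjusted over the list alone, adjusted p = 0.0557, 0.668 with an estimated correlation) and passed without control 1 (0.0469) or 5 (0.0447), KO 1 (0.042) or 5 (0.0332), or KO+Treg 4 (0.0444). *Cdkn1a* (0.47) and *Trp53* (−0.07) were not called (adjusted p = 0.166 and 0.572), and the senescence list had 1 member higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.538, 0.839 with an estimated correlation). *Glb1* was lower (−0.28, adjusted p = 0.0298), a call lost without control 2 (0.0829), 3 (0.0546) or 4 (0.0702) or KO+Treg 2 (0.0628) or 4 (0.0818). *Pck1* was lower (−0.85, adjusted p = 0.0125). Of the neutrophil list 0 of 11 members were called (0 adjusted over the list alone, median 0.28, camera adjusted p = 0.536, 0.839 with an estimated correlation).

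Camera called 14 more lists, which held few called members and which fry did not call (adjusted p = 0.0792 to 0.569). IgA network (2 of 23 higher, 8 adjusted over the list alone, adjusted p = 0.00173), macrophage (1 of 20, 3 adjusted over the list alone, 5.44e-05) and Treg genes (0 of 11, 0 adjusted over the list alone, 0.00758) had medians of 0.47, 0.47 and 0.71 (adjusted p = 0.668, 0.668 and 0.629 with an estimated correlation). *Icos* and *Tnfrsf18* were at 1.01 and 0.46 without a call, *Icos* passing without KO+Treg 3 (limma adjusted p = 0.0333). Neuron and glia genes had a median of −1.02 with 0 of 16 called (0 adjusted over the list alone, 5.44e-05, 0.668 with an estimated correlation, fry adjusted p = 0.174). Smooth muscle genes had a median of −0.51 with 0 of 24 called (0 adjusted over the list alone, 0.0272, 0.789 with an estimated correlation), lost without control 1 (0.073), control 3 (0.0581) or KO+Treg 1 (0.499), with *Casq2* at −0.90 (adjusted p = 0.0867, 0.0458 with quantile normalization). Matrix genes had a median of −0.26 with 0 of 34 called (0 adjusted over the list alone, 0.0493, 0.809 with an estimated correlation), lost without control 3 (0.276), control 4 (0.0716), KO 2 (0.05), KO 3 (0.0536), KO+Treg 1 (0.384) or KO+Treg 2 (0.193), and with a pseudocount of 10 (0.0512). Endothelial (−0.28, 0.00758) and Cajal cell genes (−0.51, 0.0298) had 0 called members, also adjusted over the list alone (0.712 and 0.629 with an estimated correlation), and the second was lost without control 3 (0.0642) or KO+Treg 2 (0.102). Adipocyte genes were lower in 1 of 9 (2 adjusted over the list alone, 0.0095, 0.668 with an estimated correlation), lost without control 1 (0.0547) or KO+Treg 1 (0.055). Cytokines were higher in 2 of 23 (2 adjusted over the list alone, 0.0095, 0.712 with an estimated correlation), lost without control 1 (0.101) or KO+Treg 4 (0.1). Cell cycle genes (0 of 32, 0 adjusted over the list alone, 0.00652, 0.789 with an estimated correlation) were lost without control 2 (0.0634), control 3 (0.105) or KO+Treg 2 (0.193). B cell genes (0 of 19, 0 adjusted over the list alone, 0.0257, 0.789 with an estimated correlation) were lost without control 1 (0.439), KO+Treg 1 (0.134) or KO+Treg 4 (0.134). Plasma cell genes (1 of 19 higher, 4 higher and 1 lower adjusted over the list alone, 0.0237, 0.712 with an estimated correlation) were lost without control 1 (0.162) or KO+Treg 6 (0.105). Dendritic cell genes (2 of 8, 3 adjusted over the list alone, 0.0303, 0.712 with an estimated correlation) were lost without control 1 (0.152) or KO+Treg 4 (0.0986).

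Camera called none of the remaining lists, which were colonocyte (adjusted p = 0.163), goblet cell (0.0758), enteroendocrine and tuft (0.259), crypt (0.193), fibroblast (0.2), mast cell (0.21), ileal (0.65), distal *Hox* (0.168), mitochondrially encoded (0.127), nuclear oxidative phosphorylation (0.397), fatty acid oxidation (0.397), ion transport (0.687), immediate early (0.536) and circadian genes (0.791). Called members were 2 colonocyte and 2 fatty acid oxidation genes higher, 3 goblet cell, 1 ileal, 1 nuclear oxidative phosphorylation and 1 ion transport gene lower, and 1 crypt gene in each direction. With calls adjusted over the list alone, 1 crypt gene was higher and 2 lower, 1 ileal gene was higher and 1 lower, and the other counts were the same. Goblet cell genes passed without KO+Treg 1 (0.0422) or 6 (0.0174), crypt genes without KO+Treg 1 (0.0368), mitochondrially encoded genes without KO 2 (0.049) and nuclear oxidative phosphorylation genes without KO+Treg 2 (0.0285). *Abcb1a*, *Tph1* and *Clca1* were at −0.03, −0.68 and −0.11 on the log2 scale without a call, and *Aqp4* (1.10, limma adjusted p = 0.0772) passed without KO+Treg 3 (0.0204) and with edgeR (0.0442). For ileal, ion transport and circadian genes the median and mean, or the mean and the camera direction, differed in sign (medians 0.26, −0.07 and −0.01, means −0.08, 0.07 and −0.04, camera upward, downward and upward). Of the 907 genes, 795 had changed in the same direction and 11 in the opposite direction in KO against control, and the rest had not been called there. Both comparisons use the same control libraries, which by itself favors the same direction, and 60.9% of all genes were called in KO against control. The libraries of 1329 genes did not overlap between KO+Treg and control colons (9.3%, against 0.79% by chance). With the smooth muscle score as a covariate, added after the data were seen, the camera calls of the B cell (median 0.33, adjusted p = 0.283), plasma cell (0.49, 0.0732), endothelial (−0.16, 0.0875), dendritic cell (0.57, 0.0598) and adipocyte lists (−0.56, 0.0721) and the limma calls of *Tnf* (adjusted p = 0.0712) and *Itgb7* (0.0501) were lost.

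Whether KO+Treg colons lay nearer to control or to KO colons was asked of the whole transcriptome. KO+Treg libraries lay at a mean Euclidean distance of 42.9 ± 5.8 from control and 67.8 ± 13 from KO libraries over the 500 most variable genes (SD, n = 5), and 5 of 5 lay nearer to control. The mean difference was 24.9 (two-sided exact permutation p = 0.00794, the smallest this design can give). Only control and KO labels were permuted, and these groups lay far apart. A small p was therefore nearly given once KO+Treg libraries lay nearer to either group, and it does not measure their spread. On the control-to-KO axis, with control libraries at 0.0 ± 0.052 and KO libraries at 1.0 ± 0.112, KO+Treg libraries had a mean position of 0.278 ± 0.182 (SD, n = 5). The single values were 0.409, 0.296, 0.005, 0.469 and 0.213 for KO+Treg libraries 1, 2, 3, 4 and 6. These positions differed from those of KO libraries (two-sided exact permutation p = 0.00794, the smallest possible) and from those of control libraries (exact p = 0.01587). Control and KO libraries counted in their own end points, which set their group means and narrowed their spread. The SDs and p-values therefore set unlike positions side by side. The first principal component held 64.9% and the second 9.1% of the variance.

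**Figure D3:**
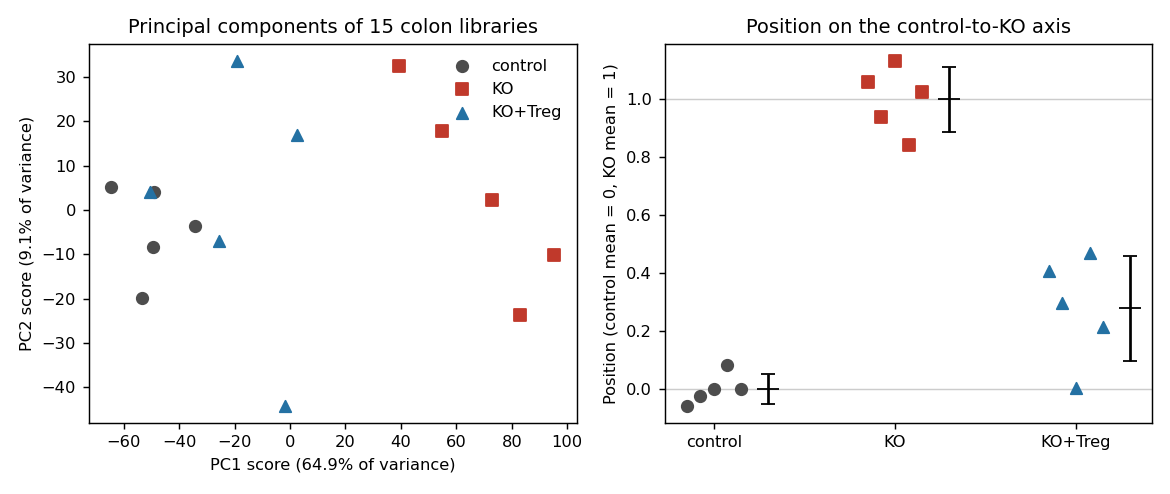
Left, scores of the 15 colon libraries on the first (64.9% of variance) and second (9.1%) principal components of log2(value + 1). Right, position of each library on the control-to-KO axis, with bars for mean ± SD (n = 5 each). KO+Treg libraries range from 0.005 to 0.469 and all lie below the lowest KO library at 0.841. The spread of control and KO positions is narrowed, because each library counted in its own end point.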

Values the study reported

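The study called genes of a group comparison at P below 0.05 with an absolute log2-fold change above 0.6. Its RNA-sequencing reads were mapped to GRCm39.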

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

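Every weighing test below on interferon response and cytotoxic genes was chosen only after the result was seen, and the tests on smooth muscle and junction genes were written before. In each group of 5 libraries the gap between the highest or lowest library and its neighbor was divided by the range of the group, and 14 of 375 values exceeded the critical ratio of 0.71, where 18.8 would by chance (about 1 in 20). Values here are log2(value + 1). In KO colons *Pbld1* was low in library 3 (1.09, the others 4.07 to 4.60, ratio 0.85) and *Sis* in library 2 (0, the others 3.32 to 4.50, ratio 0.738). *Cd209f* was high in KO library 4 (5.28, the others 2.46 to 2.72, ratio 0.906), and *Cd74* (16.13, the others 15.77 to 15.85, ratio 0.775) and *B2m* (15.65, the others 15.32 to 15.41, ratio 0.726) were high in KO library 3. *Gzma* was low in KO library 4 (8.81, the others 9.97 to 10.25, ratio 0.807), *Fap* in KO library 3 (7.11, the others 7.35 to 7.42, ratio 0.772), *Kdr* in KO library 1 (9.26, the others 9.68 to 9.84, ratio 0.733) and *Cdkn1a* in KO library 5 (11.64, the others 12.34 to 12.49, ratio 0.822). *Gbp2b* was high in control library 4 (6.78, the others 4.59 to 5.13, ratio 0.754). In KO+Treg colons *H2-DMa* was high in library 4 (10.98, the others 10.34 to 10.51, ratio 0.724) and *Duox2* low in library 3 (13.34, the others 14.32 to 14.63, ratio 0.759). The B cell list score was low in KO library 4 (1.84, the others 2.69 to 2.95, ratio 0.767) and the type I interferon list score high in control library 4 (0.19, the others −0.10 to −0.02, ratio 0.714).

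Of 100 groupings of the 10 libraries of each comparison, 1 reached the count of changed genes, the real grouping itself, in each of the 3 comparisons. The highest count among the others was 1 for KO against control, 2880 for KO+Treg against KO and 6 for KO+Treg against control, so an arbitrary grouping of the libraries does not give the counts.

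Smooth muscle genes fell in KO colons together with neuron, matrix and fibroblast genes. If the sequenced piece held less muscle and nothing else differed, every other cell type would be diluted less and would rise alike. The fibroblast list fell instead (median log2 fold change −1.37 in KO against control), which goes against a loss of muscle cells alone. Among KO colons its score was lowest in library 1 and highest in library 4 (−1.833 and −0.33), as was the smooth muscle score (−3.069 and −0.84). The list may thus have fallen with the muscle and cannot exclude a smaller share of the wall. A smaller share of the whole muscle wall, with its neurons, remains possible, because within groups the neuron and glia score followed the smooth muscle score across the 15 libraries (r = 0.907, permutation p = 0.00021 over 100000 permutations, Spearman 0.857 with p = 0.001, and r = 0.785 without the 2 farthest libraries). How much wall was sampled may therefore set part of the fall of both lists, but mucosa that expands with immune cells in KO colons could lower the same share. The values do not tell a difference in dissection from a difference in the colon.

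Junction genes that fell in KO colons could come from muscle, vessels or nerves and not from the epithelium. Across the 11 fallen tight junction genes the median within-group correlation with the smooth muscle score was −0.063, with quartiles of −0.45 and 0.77 and a range of −0.63 to 0.94. The median met the bound written before the test for an epithelial source, but not by more than the spread of the members, with 4 of 11 over 0.5 and 6 under 0.2. The fallen genes may therefore be a mixture of both sources, and the question stays open for the list as a whole.

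In KO+Treg against control, 14 of 33 IFN-γ response genes and all 10 measured cytotoxic genes (of 26 in the list) were called higher. The camera calls of both lists were lost with an estimated correlation (adjusted p = 0.409 with an estimated correlation for each), whereas fry called both (adjusted p = 0.0126 and 0.00381). Remaining shares of the KO change were medians, on linear values, over the list members called in KO against control. The share that remained in cytotoxic genes was 0.45 ± 0.19 above that of neutrophil genes (0.26 to 0.75, 5 of 5 libraries over the bound of 0.2). This test was chosen after 2 libraries missed the bound for interferon genes. Cytotoxic genes had already been seen to stay high and neutrophil genes not, so the difference describes these lists and cannot exclude 1 remaining share for every gene group. For interferon genes the difference was 0.24 ± 0.07 (0.17 to 0.36, 3 of 5 over the bound), above 0.2 in the mean but not in all libraries, so whether they kept more than neutrophil genes by this bound stays open (SD, n = 5, all against the same KO and control means, 2 such tests run). A few differing KO+Treg colons remain possible for the interferon list, where 2 of 5 libraries lay inside the control range. That count rests on control library 4 (0.924, the next 0.057, and 0 inside without it, with KO+Treg at 0.719 to 1.607). For the cytotoxic list 0 of 5 lay inside (highest control 0.469, KO+Treg 1.022 to 2.077). All 10 measured members had been called higher before, so this outcome was nearly given. It cannot exclude that a few colons differed more than the rest. KO+Treg libraries 1 and 4 scored 2.077 and 1.771, and libraries 2, 3 and 6 scored 1.022 to 1.176. Pan T cell genes were also higher (median log2 fold change 1.03), and whether the remaining transcripts came from transferred donor or from recipient cells cannot be told apart.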

How the results depend on the processing

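The smooth muscle score as a covariate and the fits without KO libraries 1 and 3 were chosen only after the results were seen. For the 3 counts of changed genes, the alternatives that moved them past 1.5 times, besides the replicate block below, were the covariate (KO against control 5096, from 8745), unadjusted p under 0.05 with an absolute log2 fold change over 0.6 (4745, and 3568 from 6936 for KO+Treg against KO), an absolute log2 fold change over 1 (2849, 1769, and 174 from 907 for KO+Treg against control), array weights (2312 for KO+Treg against control) and DESeq2 (1874). A fold threshold added to the same adjusted p lowers a count by construction, and for the others the cause was not tested. Leaving out 1 library gave 8077 to 8953, 5866 to 7047 and 380 to 1316 genes, a distance difference of 18.9 to 31.2 and a position of 0.231 to 0.347, where a fit on fewer samples has less power and the cause of the higher counts was not tested. The replicate numbers did not pair the libraries (13 same-number pairs, r −0.47 to 0.53, 4 of 15 libraries correlating best with their own number), and with the replicate block the counts were 8417, 5248 and 240, the last from 907. In that fit 0 of 65, 5 of 66 and 17 of 64 named genes and 0, 2 and 3 of 37 lists had another call. With the covariate the direction turned for the smooth muscle list (adjusted p = 0.224, 0.215 and 0.947 in the 3 comparisons), whose score the fit removes by construction, for neuron and glia genes in KO+Treg against KO (0.53), for matrix genes in KO+Treg against control (0.941) and for *Tjp1* in KO against control (log2 fold change −0.129), none of them past the threshold. The covariate follows the groups, so it also removes part of any group effect, and the cause was not tested. In KO against control it took the median of matrix genes from −1.1 to 0.01, of neuron and glia genes from −2.27 to −0.19 and of fibroblast genes from −1.37 to −0.51. It also gave 16, 11 and 0 genes the opposite called direction in the 3 comparisons, and calls to the crypt (0.0178) and nuclear oxidative phosphorylation lists (3.86e-06) in KO against control, the tight junction (0.0144) and nuclear oxidative phosphorylation lists (1.26e-06) in KO+Treg against KO and the colonocyte (0.0488) and crypt lists (0.0362) in KO+Treg against control. Leaving out 1 library kept the calls of named genes in 970 of 975, 972 of 990 and 900 of 960 fits of the 3 comparisons, and of lists in 551, 540 and 520 of 555. The other alternatives kept 962, 950 and 925 gene calls (12, 38 and 33 changed) and 211, 213 and 212 list calls (48, 46 and 47 changed). The filter on low values removed 0 genes, so the fit without it was identical. In the simulations, 6 to 12.2% of changes of the smallest size tried were recovered, so small changes may be missed. Fewer genes changed there than in the real comparisons, so these shares do not give the sensitivity of the real fits.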

Other observations

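The genes in this part were chosen only after their values were seen. IgG heavy chain genes rose in KO and fell in KO+Treg colons. *Ighg2c* was at 529 ± 599 in control, 10810 ± 3965 in KO and 526 ± 497 in KO+Treg colons, and *Ighg2b* at 1025 ± 903, 15920 ± 8260 and 1214 ± 762 (SD, n = 5). Their log2 fold changes were 5.95 (SE 1.27) and 4.33 (SE 0.75) in KO against control (limma adjusted p = 0.00101 and 0.000218), and −5.00 and −3.85 in KO+Treg against KO (adjusted p = 0.0054 and 0.00111). *Ighg1* and *Ighg3* rose by 4.03 and 4.68 in KO against control and fell by 3.53 and 4.24 in KO+Treg against KO. These constant genes are near-identical, so reads may be shared between them, and the difference from *Igha* was not tested.

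Members of the IFN-γ response list were called in part in KO+Treg against control. *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *H2-DMa*, *H2-DMb1*, *Cd74* and the class II transactivator *Ciita* were all higher, *H2-Ab1* by 2.07 (SE 0.21, limma adjusted p = 0.000226) and *Ciita* by 2.05 (SE 0.37, adjusted p = 0.00751). Of *Gbp2* to *Gbp8*, 0 of 7 were called, *Gbp2* at 0.70 (SE 0.45, adjusted p = 0.333) and *Gbp5* at 0.82 (SE 0.39, adjusted p = 0.196), while *Gbp2b*, which is outside the list, was higher by 2.28 (SE 0.42, adjusted p = 0.00802). *Ido1* was at 327 ± 352 in control, 7099 ± 5479 in KO and 572 ± 437 in KO+Treg colons (SD, n = 5), without a call against control (adjusted p = 0.359). These groups were put together from their values, and no difference between them was tested. The 3 of 16 goblet cell genes called lower in KO+Treg than in control colons were *Spdef*, *Agr2* and *Atoh1* (adjusted p = 0.0369, 0.0378 and 0.0359), near the threshold and in a list that camera did not call (adjusted p = 0.0758, 0.712 with an estimated correlation), and they were not refitted without single libraries.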
